A study of Neurospora crassa with 84 samples. Its data were reported in "VE-1 regulation of MAPK signaling controls sexual development in Neurospora crassa" (2024).

How the data were processed

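The data were strand-specific poly-A RNA-seq libraries of Neurospora crassa cultures of wild type and of ∆ve-1, a strain that lacks the velvet regulator gene ve-1. Both strains were mating type A. Cultures formed protoperithecia, the immature female organs, on synthetic crossing medium in constant dark or constant light, and were fertilized on day 0 with conidia of a wild-type strain of the opposite mating type. The surface was scraped off at 7 time points, on days -2, -1, 0 (just before the cross), 1, 2, 4 and 6. Libraries from days 1 to 6 therefore also hold material of the male wild-type strain. Per the labels there were 28 groups (strain, illumination and day) with 3 libraries each, 84 libraries in all, and 21 libraries in each of the 4 series of strain and illumination.

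The authors trimmed the paired reads with fastp, aligned them to the NC12 assembly of the reference strain with STAR, and assigned them to genes with featureCounts. The values are raw counts per gene as deposited by the authors, with 10590 genes and no normalization. Gene symbols and positions came from the reference name table, in which each of the 10590 identifiers had an entry and 1118 had a symbol. Total counts per library were 14526546 to 18376011 (median 16508562.5). The methods of the study state that tissue from biological replicates was pooled before RNA extraction at each sampling point, and also that RNA measurements rest on independent biological replicates. How the libraries of a group relate to these is not stated, so p-values measure the spread between libraries, which may be technical. Pairs of libraries within groups differed by a chi square per degree of freedom of 12.0 to 393 (median 75.5), beyond counting noise, which does not tell culture from library preparation. Correlations of log2 CPM between libraries of a group were 0.940 to 0.993, and 0 of the 84 pairs within groups were identical.

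Tests of groups used edgeR 4.0.16 in R 4.3.3. Genes with low counts were removed with filterByExpr (minimum count 10, minimum total count 15), which left out 889 genes and kept 9701. Libraries were scaled by TMM (factors 0.847 to 1.14). A quasi-likelihood model with a coefficient per group was fitted to all 84 libraries, and contrasts were tested with the quasi-likelihood F test. p-values were adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p below 0.05 with an absolute log2 fold change above 1. The contrasts were 5 means over the 7 days (∆ve-1 minus wild type in dark and in light, light minus dark in each strain, and the difference between the strain effects), 2 interactions of strain with fertilization (mean of days 1 to 6 minus mean of days -2 to 0, in ∆ve-1 minus the same in wild type) and 14 comparisons of the strains on a single day. The newer of the quasi-likelihood fits that edgeR offers was chosen for speed after the counts under both had been seen; the older is among the alternatives.

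Time tests used a quadratic polynomial in day with the same tool, within the libraries compared. A gene was called at an adjusted p below 0.001 with an R-squared of the quadratic model on log2 CPM (prior count 2) of at least 0.7. There were 8 such tests. In each of the 4 series, day and its square were tested. For the strains in dark and in light, and for the illuminations in each strain, the factor and its products with day were tested.

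Gene lists were tested with camera in limma 3.58.1, with the preset inter-gene correlation of 0.01 and again with an estimated correlation, adjusted over 18 lists and 7 contrasts (126 tests in all). The lists were the velvet complex, mating type and pheromone genes, the pheromone response, cell wall integrity and osmosensing pathways, cell fusion and STRIPAK genes, light response genes, conidiation genes (asexual tissue), melanin genes, female development genes, meiosis and ascospore genes, the COP9 signalosome, G-protein coupled receptors, serine/threonine kinases, glycoside hydrolases, cytosolic ribosomal proteins, mitochondrial complex I and histones. Of 21 lists fixed, 3 defined by product names (cytochrome P450s, the proteasome and heat shock proteins) were not run, since the name table holds symbols and no products. From the pheromone response list, ste-50 was dropped because the name table gives its identifier another name. The pheromone response, cell wall integrity, osmosensing, cell fusion and female development lists contain genes that the study itself picked on these samples, so their direction is not independent evidence. Counts of called members are also given adjusted over the list alone where they differ from those over all genes.

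Genes were named by a rule. ve-1 comes first. Up to 4 called members per list and comparison with the largest absolute log2 fold change may be given with values, plus the MAP kinase pathway genes mak-1, mak-2, mek-2 and nrc-1 whether or not they passed. For each mean over days and each interaction, the 5 highest and 5 lowest called genes with a symbol and a mean of at least 5 CPM may be named (for means over days, with the same sign on all 7 days). For each time test, the 5 smallest p-values with a symbol may be named. Samples, comparisons, lists, this rule and most alternatives were fixed before the data were examined.

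The procedure was tested on simulated data with 200 changed genes. The mean strain effect recovered 100% of genes changed 3-fold or 6-fold and called 1 unchanged gene. A single day recovered 86% at 3-fold and 97% at 6-fold with 5 unchanged genes called. The time test in wild type in dark recovered 69% and 90% with 0 unchanged genes called. Its simulated changes were straight lines in log2 over the days, which the quadratic model can follow exactly. Recovery of other shapes, such as a step at fertilization, was not tested.

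Alternatives were DESeq2 1.42.0 tests, DESeq2 size factors in place of TMM, no filter on low counts, day as a factor, no R-squared minimum, the regression procedure of maSigPro rewritten, glmTreat against a fold of 1.5, libraries of the compared groups alone, a replicate block, and leaving out each replicate, library or day. Tables were handled with data.table (version 1.17.8), and figures were drawn with Python 3.11.15 and matplotlib 3.10.9.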

Results

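Transcript abundance was measured as raw read counts per gene in 84 libraries of wild type and ∆ve-1 cultures grown in dark or light, with 3 libraries in each of 28 groups. Total counts were 14526546 to 18376011 per library. Library-scaled counts (CPM) are given as mean ± SD, and log2 fold changes ± SE of the model fitted to all libraries. Each mean over days compares 21 libraries with 21. The first principal component held 42.5% of the variance and the second 23.0%. On the first component the ∆ve-1 light libraries from days 1 to 6 lay between -65.2 and -36.4, and those of wild type in light between 42.2 and 116.

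**Figure D1:**
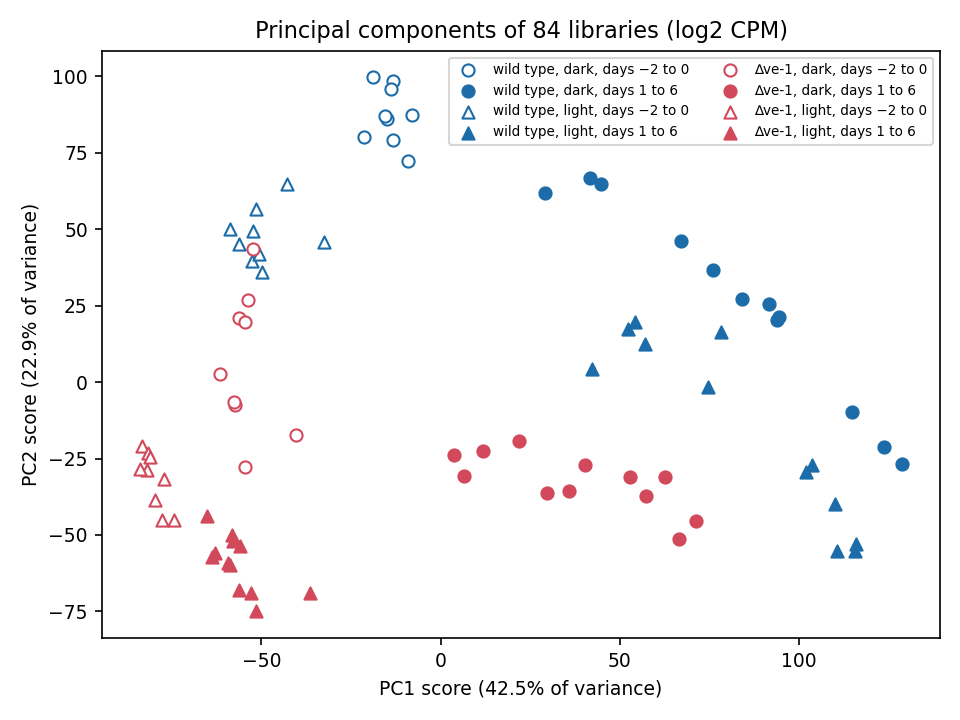
Each point is a library, placed by its first (x axis, 42.5% of variance) and second (y axis, 23.0%) principal component of log2 CPM; colour gives strain and illumination. The ∆ve-1 light libraries from days 1 to 6 lie at -65.2 to -36.4 on the x axis, apart from the other libraries of those days.

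The deleted gene was measured first, as a check of the strain labels. ve-1 (NCU01731, chromosome II, 2607929 to 2611456 in the NC12 assembly), a velvet-domain regulator of fungal development, had 374 ± 132 CPM in wild type (n = 42, range 152 to 737). In ∆ve-1 it had 10.9 ± 3.26 CPM (n = 42, range 6.17 to 18.1), with at most 281 counts in a library, so no library overlapped the other strain. Counts for ve-1 in ∆ve-1 were present before fertilization, at 7.36 ± 1.24 CPM in dark (n = 9), when no male material was in the culture. Whether they come from a part of the gene that the deletion left in place or from carry-over between libraries was not tested. mfa-1 (NCU16992), the pheromone precursor gene of the opposite mating type, had means of at most 24.9 CPM before fertilization. After it, the means were 1162 in wild type in dark, 1653 in wild type in light, 904 in ∆ve-1 in dark and 797 in ∆ve-1 in light (n = 12 each).

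The strains were compared in constant dark to ask which transcripts differ when VE-1 is missing. Some conidiation and light response genes were higher in ∆ve-1, while some cell wall integrity and female development genes were lower. Of 14 conidiation genes, 6 were higher and 0 lower, among them con-10 (NCU07325, 4.10 ± 0.32), con-6 (NCU08769, 3.55 ± 0.32), con-8 (NCU09235, 2.63 ± 0.20) and fl (NCU08726, 3.68 ± 0.21), which encodes the transcription factor that drives conidial development. Of 16 light response genes, 5 were higher and 1 lower. cry, a cryptochrome gene, was higher by 3.21 ± 0.19, bli-4 by 3.06 ± 0.27, the blue-light receptor gene vvd (NCU03967, chromosome VI, 2268533 to 2271812) by 2.48 ± 0.19 and the opsin gene nop-1 by 1.91 ± 0.19. As lists, the light response genes had an adjusted p of 0.0337, with adjusted p = 0.503 with an estimated correlation, and the conidiation genes did not pass (0.0821). Before fertilization the 9 libraries of ∆ve-1 in dark differed widely among themselves in these genes, with vvd between 9.17 and 118 CPM.

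Among velvet complex genes in the dark, 1 of 4 was higher and 2 were lower; the list contains the deleted gene itself. lae-1 (NCU00646, chromosome I, 7714560 to 7717622) was higher by 2.75 ± 0.15. It encodes the methyltransferase that the study counts, with VE-1 and VE-2, in the velvet complex of this species. vos-1 changed by -2.04 ± 0.11 beside ve-1 at -5.42 ± 0.10. Of 14 cell wall integrity genes, 0 were higher and 5 lower (median -0.63, adjusted p 5.76e-07, adjusted p = 0.0220 with an estimated correlation). They included ham-6 (-1.61 ± 0.09), ham-8 (from 541 CPM in wild type to 179.6 in ∆ve-1 before fertilization, n = 9 each) and ham-7 (NCU00881, chromosome I, 6878944 to 6881270, -1.46 ± 0.07), which encodes a cell wall sensor needed for hyphal fusion. Of 18 female development genes, 1 was higher and 5 lower (adjusted p 0.00644, adjusted p = 0.233 with an estimated correlation), with fbm-1, a fruiting body maturation gene, at -4.50 ± 0.27 and app, which encodes an abundant perithecial protein, at -4.19 ± 0.37. Of 12 cell fusion genes, prm-1 alone passed (-1.04 ± 0.07; adjusted p of the list 0.00461, adjusted p = 0.307 with an estimated correlation). These 3 lists contain genes the study picked on the same samples and are not independent evidence. Of 7 mating type and pheromone genes 4 were higher, with mat A-1, the regulator of mating type A, at 1.91 ± 0.19; the list did not pass (0.273). The MAP kinase gene of the cell wall pathway, mak-1 (-0.44 ± 0.06), that of the pheromone pathway, mak-2 (-0.25 ± 0.07), and its upstream kinase genes mek-2 (-0.08 ± 0.04) and nrc-1 (-0.21 ± 0.05) were not called.

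In total 1589 of 9701 genes were called in dark, 909 higher and 680 lower in ∆ve-1. Among genes with a symbol, the lowest were the polyketide synthase gene pks-6 (-5.59 ± 0.29), ve-1, fbm-1, app and the acid phosphatase gene pho-3 (-3.99 ± 0.29). prm-1 lies at the edge of the threshold: over days 1 to 6 alone it was -0.98, and ham-7 was -0.99, neither of them called.

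The same comparison in light, where the study counted few perithecia in ∆ve-1, gave larger reductions in the cell wall integrity genes. Of 14 cell wall integrity genes, 0 were higher and 8 lower (median -1.27, adjusted p 1.09e-10, adjusted p = 0.00534 with an estimated correlation). wsc2-1, a WSC-type sensor gene, was at -4.21 ± 0.25, ham-6 at -3.40 ± 0.09, ham-8 at -3.17 ± 0.09 and ham-7 at -2.49 ± 0.07. mak-1 (NCU09842, chromosome V, 5921173 to 5925111) was called lower at -1.09 ± 0.06, while mak-2 (NCU02393, chromosome VII, 2654598 to 2657461) at -0.86 ± 0.07, nrc-1 at -0.66 ± 0.05 and mek-2 at -0.27 ± 0.04 were not. Of 10 pheromone response genes, ham-5, the scaffold gene of the mak-2 pathway, alone passed (-1.08 ± 0.07; adjusted p of the list 0.273). Without day 2 ham-5 was -0.92 and without day 1 -0.95, neither called, and without day 6 mak-2 was called at -1.02. Of 6 osmosensing genes, 0 were higher and 0 lower in either illumination (adjusted p 0.792 in dark and 0.735 in light). These lists, too, are not independent evidence of their direction.

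Of 7 melanin genes, 6 were lower in ∆ve-1 in light (median -3.13, adjusted p 2.04e-05, adjusted p = 0.0701 with an estimated correlation). They included pig-1 (-5.47 ± 0.22), mld-1 (-4.26 ± 0.18), tnr-2, a naphthol reductase gene (-3.64 ± 0.22), and per-1, the polyketide synthase gene of perithecial pigment (-3.13 ± 0.27). Of 18 female development genes, 2 were higher and 8 lower (adjusted p 3.00e-04, adjusted p = 0.0823 with an estimated correlation; chosen in part by the study on these samples), with app at -5.63 ± 0.38, fbm-1 at -4.78 ± 0.28, the transcription factor gene adv-1 at -2.39 ± 0.08 and vib-1 at -2.32 ± 0.11. Of 9 meiosis and ascospore genes, 1 was higher and 3 lower (adjusted p 0.473), with asm-1, a regulator of ascospore maturation, at -2.09 ± 0.13, rec-7 at -1.77 ± 0.25 and spo11, which encodes the enzyme that starts meiotic recombination, at -1.15 ± 0.11. Without day 6 rec-7 was -0.88 and spo11 -0.54, and without day 4 spo11 was -0.93, none of them called.

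Conidiation genes went both ways in light, 6 higher and 2 lower of 14 (adjusted p 0.659), with con-10 at 2.88 ± 0.30 and con-6 at 2.28 ± 0.30 against ecd-2 at -2.25 ± 0.10. Light response genes gave 6 higher and 1 lower of 16 (adjusted p 0.0676), with bli-4 at 2.25 ± 0.25, the carotenoid oxygenase gene cao-2 at 1.62 ± 0.08 and the phytochrome gene phy-2 at -1.93 ± 0.08. Velvet genes ve-1 (-4.68 ± 0.10) and vos-1 (-1.74 ± 0.11) were lower (adjusted p 0.00144, adjusted p = 0.0119 with an estimated correlation; 2 of 4, the deleted gene included). Cell fusion genes prm-1 (-1.35 ± 0.07) and ham-9 (-1.29 ± 0.07) were lower, 2 of 12 (adjusted p 0.00179, adjusted p = 0.241 with an estimated correlation; not independent evidence). Mating type genes were higher again, 4 of 7 (0.365), with mat A-1 at 1.63 ± 0.19. Beside these groups, mfa-1 had 1653 CPM in wild type and 797 CPM in ∆ve-1 after fertilization in light.

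In light 2405 genes were called, 1026 higher and 1379 lower in ∆ve-1. The highest with a symbol included the chitinase family gene gh18-2 (4.93 ± 0.38) and acw-5, which encodes an anchored cell wall protein (2.41 ± 0.13); the lowest included pin-c, a heterokaryon incompatibility gene (-5.66 ± 0.21), app, pks-6 (-4.97 ± 0.32), fbm-1 and gh76-5 (-4.75 ± 0.12). Higher in both illuminations were 705 genes, against 96.1 for independent lists, and lower in both were 547, against 96.7. Another 18 genes were higher in dark and lower in light (129.2 for independent lists), and 1 was lower in dark and higher in light (71.9).

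Day by day, the strains were compared to ask when in development the difference arises. Of the cell wall integrity genes, ham-6 was at -3.38 ± 0.25 on day -2 in light and -4.37 ± 0.26 on day 1, and ham-8 at -2.09 ± 0.23 and -4.06 ± 0.25. In dark ham-6 was at -2.55 ± 0.24 on day -2 and -0.52 ± 0.22 on day 6, where it was not called. mak-2 was called in light on days -2 (-1.31 ± 0.19), -1 (-1.01 ± 0.19), 0 (-1.10 ± 0.19) and 1 (-1.15 ± 0.19), as well as on day 2, and on no day in dark, where it lay between -0.64 on day -2 and 0.47 on day 6. mak-1 was called in light on days -2 (-1.30 ± 0.15), 1 (-1.43 ± 0.15), 2 (-1.32 ± 0.15) and 4 (-1.10 ± 0.15). In light 2077, 1986 and 2115 genes were called on days -2, -1 and 0, and 3148, 3330, 3210 and 3608 on days 1, 2, 4 and 6. In dark the counts were 2011, 1826, 1995, 1812, 2151, 1531 and 1798. With only the libraries compared, 1098 and 1120 genes were called in dark on days -2 and -1.

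**Figure D2:**
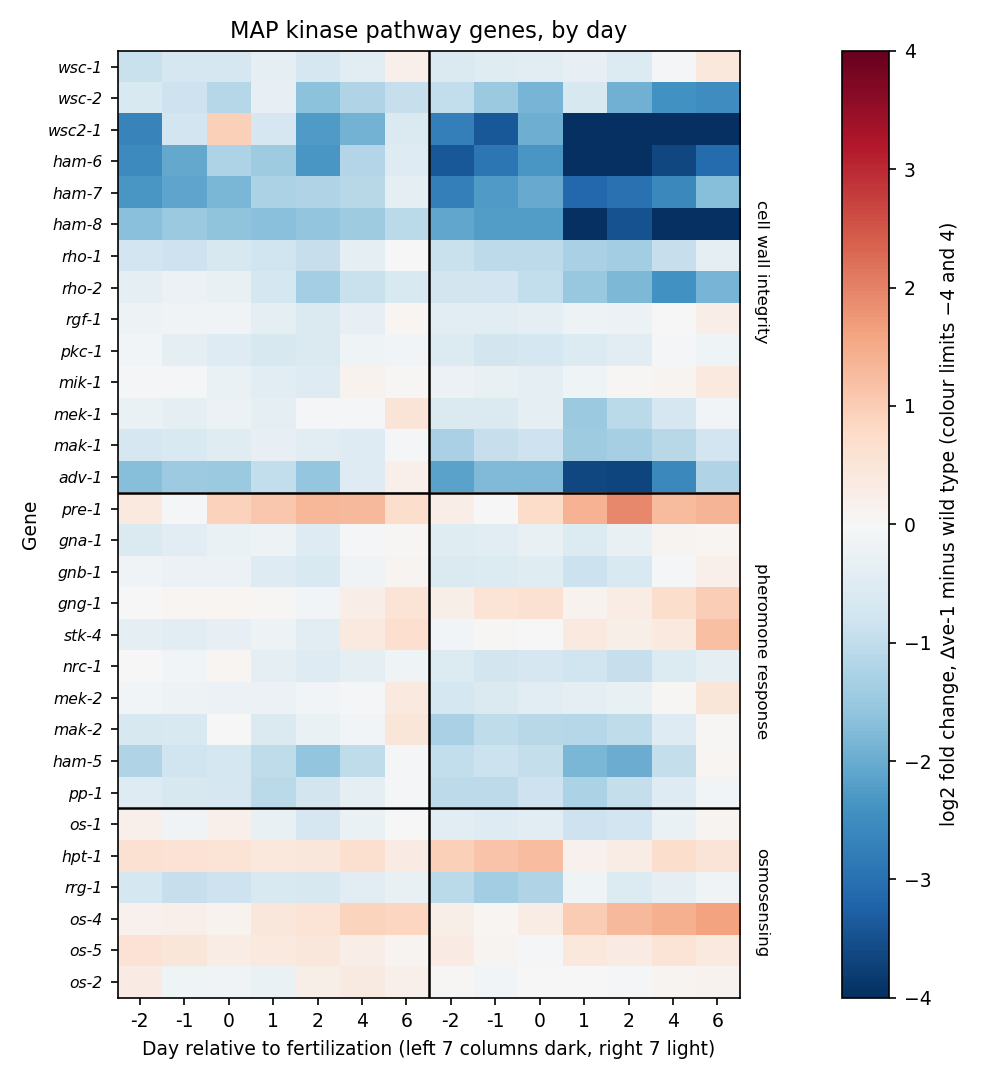
Colour gives the log2 fold change of ∆ve-1 against wild type (limits -4 and 4) for genes of 3 MAP kinase pathways (rows) on each day (columns, dark left and light right; 3 libraries per strain). In light, ham-6 reaches -4.37 and ham-8 -4.06 on day 1, while mek-2 stays between -0.71 and 0.48.

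**Figure D3:**
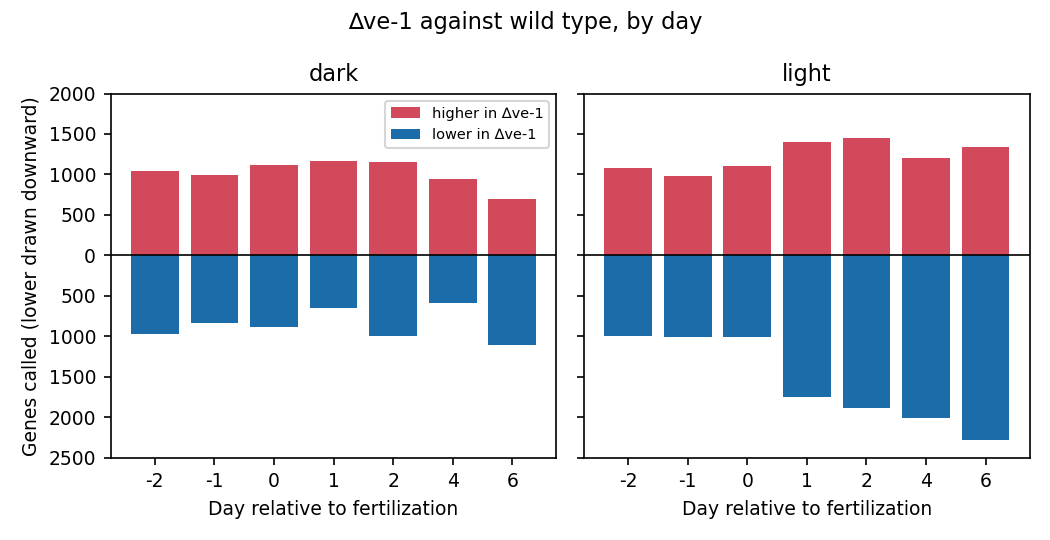
Bars give the number of genes called higher (upward) and lower (downward) in ∆ve-1 on each day (x axis) in dark and light, 3 libraries per strain and day. In light the lower genes number 992 on day -2 and 2274 on day 6.

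The difference between the strain effects in light and in dark was tested to ask which genes VE-1 controls differently by illumination. 6 of 7 melanin genes had a lower strain effect in light (median -2.51, adjusted p 1.70e-08, adjusted p = 0.0105 with an estimated correlation), with mld-1 at -3.14 ± 0.24, tnr-2 at -2.95 ± 0.29, pig-1 at -2.87 ± 0.35 and per-1 at -2.51 ± 0.36. 5 of 14 cell wall integrity genes did too (median -0.70, adjusted p 8.05e-08, adjusted p = 0.0115 with an estimated correlation), with wsc2-1 at -3.08 ± 0.32, ham-6 at -1.79 ± 0.12 and ham-8 at -1.67 ± 0.12; this list is not independent evidence, nor is that of female development. lae-1 was lower by this measure (-2.27 ± 0.21), as were fl (-2.28 ± 0.27) and vvd (-2.10 ± 0.25). Of 7 mating type and pheromone genes 1 was lower over all genes and 0 adjusted over the list alone (adjusted p of the list 0.924). Of 18 female development genes, 4 were lower (adjusted p 0.0108, adjusted p = 0.274 with an estimated correlation), adv-1 (-1.33 ± 0.11) among them. The others, app (-1.43 ± 0.47), gpr-1 (-1.03 ± 0.18) and fsd-1 (-1.02 ± 0.11), lost their calls under 5, 16 and 19 of the alternatives, where app lay between -1.43 and -0.36. mak-1 (-0.66 ± 0.08), mak-2 (-0.62 ± 0.10), nrc-1 (-0.45) and mek-2 (-0.19) were not called. The count was 1022 genes, 151 higher and 871 lower, the chitin synthase gene chs-6 (-3.35 ± 0.25) and pin-c (-3.33 ± 0.27) among the lowest and gh28-1 (1.82 ± 0.27) among the highest. Over days 1 to 6 alone, a setting chosen after seeing the data, the count was 1664, with gh28-1 at 0.58 and not called.

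Light was compared with dark within each strain to ask how illumination changes these cultures. In wild type, 9 of 16 light response genes were higher and 1 lower (median 1.04, adjusted p 3.79e-16, adjusted p = 1.64e-04 with an estimated correlation). vvd was higher by 6.74 ± 0.23, bli-4 by 5.11 ± 0.29, cry by 4.88 ± 0.20 and al-1, a carotenoid synthesis gene, by 4.38 ± 0.25. 6 of 14 conidiation genes were higher (adjusted p 2.91e-07, adjusted p = 0.0105 with an estimated correlation), with con-6 at 5.13 ± 0.34, con-10 at 4.85 ± 0.33, fl at 3.26 ± 0.20 and the hydrophobin gene eas at 2.28 ± 0.32. 0 of 14 cell wall integrity genes were called, although the list passed (adjusted p 0.00562, adjusted p = 0.299 with an estimated correlation). The count was 740 genes, 491 higher and 249 lower, with fbm-1 (-2.42 ± 0.25) and the alcohol dehydrogenase gene adh-1 (-1.48 ± 0.19) among the lowest.

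In ∆ve-1, light raised 8 of 16 light response genes (median 1.43, adjusted p 1.06e-09, adjusted p = 0.00534 with an estimated correlation), with vvd at 4.64 ± 0.20, al-1 at 4.63 ± 0.25, bli-4 at 4.30 ± 0.28 and al-2 at 3.30 ± 0.11. 5 of 14 cell wall integrity genes were lower (median -0.87, adjusted p 7.67e-10, adjusted p = 0.00534 with an estimated correlation), as were 6 of 7 melanin genes (median -2.18, adjusted p 4.80e-05, adjusted p = 0.0971 with an estimated correlation) and 4 of 18 female development genes (adjusted p 0.00596, adjusted p = 0.233 with an estimated correlation). The cell wall and female development lists are again not independent evidence. lae-1 was lower in light than in dark by 2.51 on the log2 scale, as a mean over the 7 days. After fertilization it had 397 ± 188 CPM in dark and 41.4 CPM in light (n = 12 each). The cell wall gene wsc2-1 was at -3.88 ± 0.25 and the laccase gene lacc at -3.35 ± 0.13. 6 conidiation genes were higher and 1 lower (0.0676). mak-1 (-0.99 ± 0.06) and mak-2 lay at the threshold without passing it and were called under 15 and 20 of the alternatives. The count was 1291 genes, 342 higher and 949 lower. Higher in light in both strains were 210 genes (17.3 for independent lists) and lower in both 131 (24.4).

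**Figure D4:**
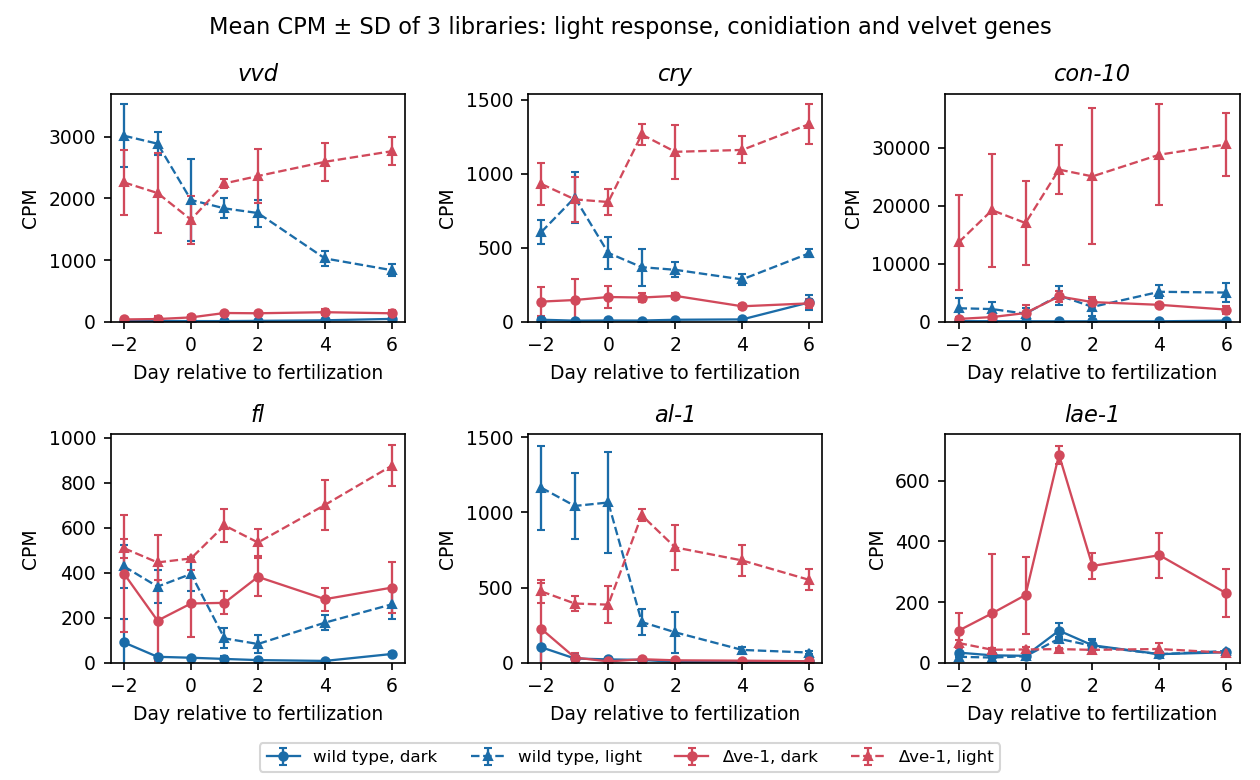
Mean CPM ± SD of 3 libraries (y axis) by day (x axis) for 6 light response, conidiation and velvet genes, with colour for strain and line style for illumination. lae-1 is highest in ∆ve-1 in dark after fertilization, at 397 CPM over days 1 to 6.

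The change after fertilization was compared between the strains to ask which responses to the cross depend on VE-1. In light, 6 of 7 melanin genes had a lower response in ∆ve-1 (median -3.81, adjusted p 3.51e-07, adjusted p = 0.0220 with an estimated correlation). pig-1 went from 5.49 to 254 CPM in wild type and from 0.785 to 1.48 in ∆ve-1 (n = 9 before, 12 after), an interaction of -4.69 ± 0.45, with mld-1 at -5.07 ± 0.38 and tnr-2 at -4.45 ± 0.43. 9 of 16 light response genes had a higher response and 3 a lower one (median 1.26, adjusted p 0.00299, adjusted p = 0.233 with an estimated correlation), with al-1 at 3.84 ± 0.45 and al-2 at 3.26 ± 0.20. For these 2 genes the difference lay mostly in a fall in wild type. After fertilization al-1 changed by -3.03 ± 0.32 in wild type and 0.81 ± 0.31 in ∆ve-1, and al-2 by -2.80 ± 0.14 and 0.45 ± 0.14. Conidiation genes went both ways, 6 higher and 3 lower (0.755), with eas at 4.16 ± 0.63 and ecd-2 at -3.17 ± 0.20. eas changed by -4.93 ± 0.48 in wild type and -0.77 ± 0.43 in ∆ve-1. 4 of 9 meiosis genes were lower (0.0522), with rec-7 at -3.64 ± 0.51 and spo11 at -2.27 ± 0.21. Of 14 cell wall integrity genes 3 were lower (0.251), wsc2-1 (-2.65 ± 0.46), ham-8 (-1.71 ± 0.17) and rho-2 (-1.07 ± 0.11; -0.93 and not called without replicate 2). Of 18 female development genes 1 was higher, ada-3 (1.25 ± 0.12), and 4 were lower (0.450), with fsd-1, a regulator of perithecium maturation, at -3.07 ± 0.16. Of 12 cell fusion genes 0 were higher and 1 lower (0.931), prm-1 (-2.07 ± 0.14); these 3 lists are not independent evidence. mek-2 (0.54 ± 0.09), mak-2 (0.48 ± 0.14), mak-1 (-0.14) and nrc-1 (-0.02 ± 0.10) were not called. mfa-1 had an interaction of -1.51 ± 0.31. The count was 1807 genes, 563 higher and 1244 lower, with lacc (-6.84 ± 0.27) and gh3-4 (-6.84 ± 0.37) among the lowest.

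In dark, no list passed for this interaction. 1 of 7 melanin genes had a higher response, pig-1 (2.89 ± 0.41), and 2 a lower one, per-1 (-2.07 ± 0.51) and tnr-1 (-1.49 ± 0.27). The adjusted p for the list was 0.996. In level, pig-1 was lower in ∆ve-1 in dark both before (-4.25 ± 0.35) and after fertilization (-1.36 ± 0.22). Of 14 cell wall integrity genes ham-7 was higher (list 0.209), going from 484 to 337 CPM in wild type and from 113 to 167 CPM in ∆ve-1 (n = 9 before, 12 after). Its interaction was 0.90 and not called without replicate 3, and 0.96 and not called without the 2 least correlated libraries, a setting chosen after seeing the data. 1 of 9 meiosis genes was lower over all genes and 2 adjusted over the list alone (0.0630). mak-1 (0.25), mak-2 (0.30), mek-2 (0.17) and nrc-1 (-0.34) were not called. The count was 1205 genes, 705 higher and 500 lower. pks-6 (6.80 ± 0.59), poi-2 (4.91 ± 0.85) and pho-3 (4.83 ± 0.63) were the highest, and gh13-2 (-4.82 ± 0.54) and the glucoamylase gene gla-1 (-2.95 ± 0.32) among the lowest. pks-6 and pho-3 were also among the lowest genes for the mean strain effect in dark, so their higher response is not a higher level. Without replicate 3, pho-3 (3.28), per-1 (-1.30) and tnr-1 (-0.91) were not called.

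**Figure D5:**
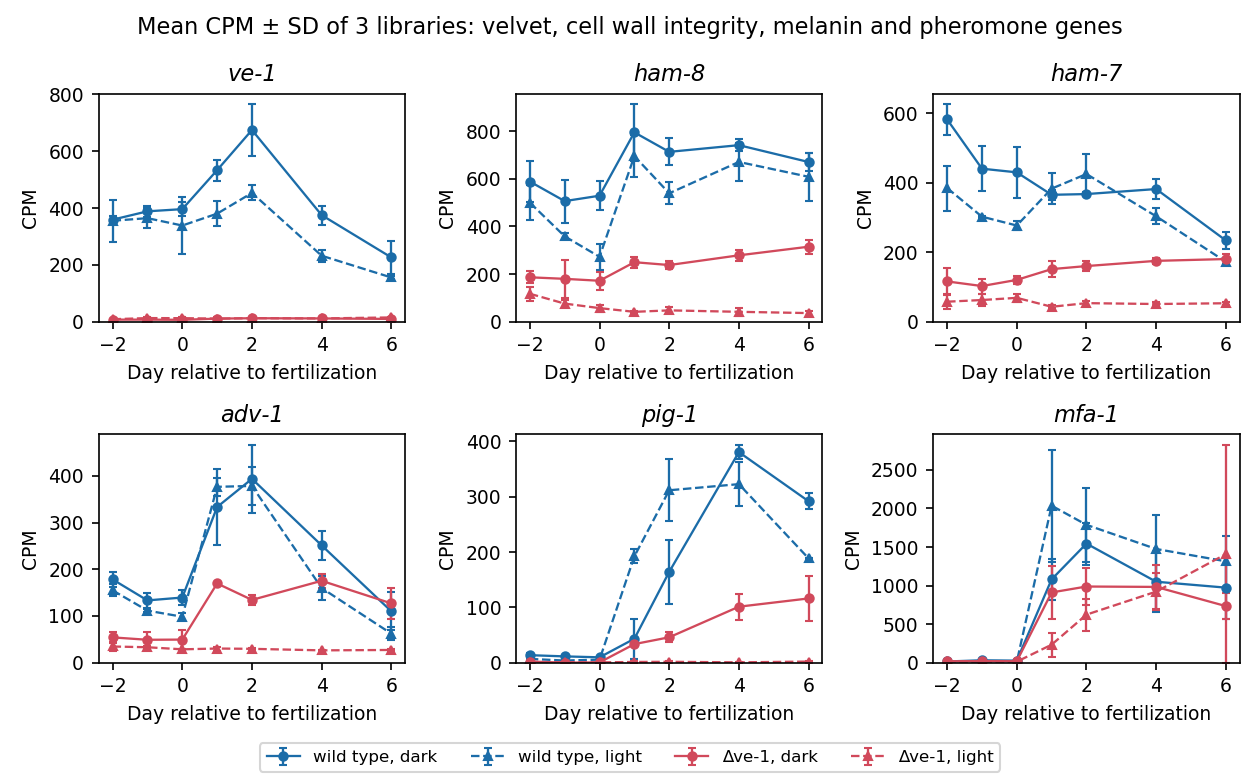
Mean CPM ± SD of 3 libraries (y axis) by day (x axis) for ve-1, 3 cell wall integrity genes, a melanin gene and mfa-1, with colour for strain and line style for illumination. pig-1 reaches a mean of 254 CPM after fertilization in wild type in light and 1.48 in ∆ve-1 in light.

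Time tests asked which transcripts change over the 7 time points in each series, and which differ in level or course between series. The tests called 2345 of 9470 genes in wild type in dark, 3063 of 9573 in wild type in light, 1139 of 9451 in ∆ve-1 in dark and 1383 of 9048 in ∆ve-1 in light. With day as a factor the counts were 5027 in wild type in dark and 6599 in wild type in light, without the R-squared minimum 4167, 5163, 2105 and 2895 in the same order, and without replicate 2 623 in ∆ve-1 in dark and 739 in ∆ve-1 in light. In dark 676 genes were called in both strains (279.3 for independent lists), and in light 579 (422). In wild type the smallest p-values included sad-1, a gene of meiotic silencing (dark, adjusted p 1.47e-11, R-squared 0.931), spo11 (light, 2.14e-14, 0.971) and gh76-1 (light, 4.91e-15, 0.980). In ∆ve-1 they included stk-41 in dark (8.20e-12, 0.895) and wc-1, the blue-light receptor gene, in light (2.43e-08, 0.867). Of the 7 melanin genes, 6 were called in wild type in dark, 6 in wild type in light, 3 in ∆ve-1 in dark and 1 in ∆ve-1 in light. A gene not called here may still have changed. In days after minus before fertilization, chosen after seeing the data, all but lacm-1 rose in ∆ve-1. The rise was 3.16 (scy-1) to 6.75 (pig-1) in dark and 0.83 (pig-1) to 2.49 (per-1) in light.

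The strain courses differed for 2714 of 9600 genes in dark and 5508 of 9633 in light, with 2350 in both (1551 for independent lists). ve-1 and ham-7 were among the 5 smallest p-values in both illuminations. In light the strain courses differed for 9 of 10 pheromone response genes, 12 of 14 cell wall integrity genes, 7 of 7 melanin genes and 16 of 18 female development genes, and in dark for 2, 10, 2 and 9. The illumination courses differed for 1412 of 9636 genes in wild type, led by vvd (adjusted p 5.09e-30, R-squared 0.990) and with 12 of 16 light response genes, and for 2228 of 9491 in ∆ve-1, with al-2 among the 5 smallest p-values. Both included 575 genes (328.5 for independent lists). With day as a factor 4769 genes were called for the strains in dark, 4471 for light in wild type and 3363 for light in ∆ve-1, and without the R-squared minimum 5299, 2752 and 4968. The maSigPro procedure gave 1636 for the strains in dark and 1475 for light in ∆ve-1, and 690 were called for light in wild type without replicate 2.

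Of 126 list tests, 28 passed with the preset correlation and 11 with the estimated. Mitochondrial complex I genes (29, of the respiratory chain) had negative medians in the strain effects in dark (-0.36, adjusted p 6.54e-04, adjusted p = 0.671 with an estimated correlation) and light (-0.63, 4.70e-05, adjusted p = 0.668 with an estimated correlation), with 0 and 1 members called. They also passed for light in wild type (8.99e-06, adjusted p = 0.619 with an estimated correlation), light in ∆ve-1 (2.91e-07, adjusted p = 0.619 with an estimated correlation) and the strain by light difference (0.0337, adjusted p = 0.772 with an estimated correlation). 7 cytosolic ribosomal protein genes passed for that difference (median 0.32, adjusted p 0.0361, adjusted p = 0.668 with an estimated correlation) with 0 called. Of 77 glycoside hydrolase genes, 9 were higher and 13 lower in ∆ve-1 in dark and 8 and 19 in light (adjusted p 0.365 and 0.306); for the fertilization interaction in light 7 were higher over all genes and 8 adjusted over the list alone. In dark and light, 1 and 4 of 53 serine/threonine kinase genes were higher and 1 and 3 lower (0.849 and 0.450), and 1 and 1 of 8 G-protein coupled receptor genes were higher and 0 and 2 lower (0.615 and 0.996). Both lists hold only genes found by their symbol, fewer than the study counts in the genome. Their results do not speak for either class as a whole. The 7 COP9 signalosome genes (0.174 and 0.0960) and 9 histone genes (0.361 and 0.148) had 0 members called in dark and 0 and 1 in light. The signs of median, mean and test differed for some of the lists that did not pass, the G-protein coupled receptors and the kinases among them.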

Values the study reported

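Over the time courses, the study reported 1,949 differentially expressed genes in wild type in the dark and 2,582 in the light, and 829 (dark) and 1,004 (light) in ∆ve-1. For ∆ve-1 against wild type, it reported 2,117 genes under dark and 4,364 under light conditions, with 1,646 common to both and 2,717 specific to light. Between light and dark, the study gave 1,422 genes for wild type and 1,607 for ∆ve-1, with 408 shared. Perithecium numbers of ∆ve-1 were given as 65% of wild type in the dark and 2% in the light.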

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

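In this part, the tests on library size, on random lists and on the genes shared by the strain and light effects were chosen before their results were seen. The tests on members moving together, perithecia, scaling and the bounds on light-raised genes, and the random splits of the libraries, were chosen after. The test on scaling replaced one on the median of all genes, which the normalization holds near 0.

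The results here drew attention because a strain effect differed between conditions in a test of the difference itself. The strain effects in light and dark differed for 1022 genes. The strain difference in the response to fertilization comprised 1205 genes in dark and 1807 in light. Of 100 splits of the libraries, the real one included, 1 gave as many for each (highest other counts 651, 612 and 1012). These splits decide nothing about chance here, since a shuffled strain label puts the strain effect itself into the spread within groups and lowers the count with or without such a difference. The cell wall integrity genes had a median difference between light and dark of -0.70, and the melanin genes of -2.51. The melanin genes had a median difference in their response to fertilization in light of -3.81.

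Cell wall integrity and melanin genes were lower in ∆ve-1 in light. Fewer perithecia in the harvested tissue as the whole cause is argued against for the 8 called cell wall integrity genes. Their median was already -2.04 before fertilization, with 7 of the 8 at -1 or below (range -2.87 to -0.82, and a median of -2.68 after it). The condition that 75% of the members lie below the bound was added after these values were seen. The 8 were picked on the mean over 7 days, which includes the days before fertilization and so favours low values there. Over the whole list, all 14 members were lower before fertilization, from -2.87 ± 0.14 for ham-6 to -0.30 ± 0.08 for mik-1. The list itself contains genes the study picked on these same samples, so its direction is not independent evidence. For the 6 called melanin genes the median before fertilization was -1.03, but 3 of 6 lay above -1 (range -2.78 to 0.37; -5.15 after it), so fewer perithecia cannot be told apart from a direct effect of the strain. A shift of all genes by the scaling is argued against, since the median of the 14 cell wall integrity genes lay -1.21 from that of all genes, a difference in which library scale cancels. The list, picked in part on these samples, also passed against the other genes (adjusted p = 0.00534 with an estimated correlation). After the values were seen, that pass replaced as the bound the lowest of 10000 random lists. That lowest value was -1.70 (percentile 5 at -0.45), which -1.21 did not reach. A regulatory effect of VE-1, and protoperithecia, which the study describes as scarcer in the mutant ahead of the cross, may each be a source for both groups and stay open.

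The 9 libraries of ∆ve-1 in dark before fertilization varied more within their groups than those of the other 25 groups, with a median gene SD of 0.286 to 0.341 against 0.117 to 0.245. Unequal library size is argued against, since the ratio of the lowest of these to the highest of the others was 1.17 with all libraries thinned to 14526546 counts. Uneven exposure to light and an uneven share of asexual tissue came out on the side of the explanation in the planned test, with light response genes at percentile 100 and conidiation genes at 99.99 of 10000 random lists (bound 95), but the same lists scored 98.5 and 100 in wild type in dark and 98.4 and 99.7 in ∆ve-1 in light, so the test is not specific to these libraries. A second measure, tried after that result and with its lower bound replaced after its values were seen, put 28.1% (11.1% if independent) of the deviations of the light response genes and 30.8% (16.7%) of the conidiation genes in a common mean, against 40.4% and 73.7% in wild type in dark and 50.8% and 20.7% in ∆ve-1 in light. Both explanations therefore cannot be told apart from a biological instability of the strain, which was not tested.

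Many genes that light raised in wild type, though not all, were higher in ∆ve-1 in dark. Of 623 genes raised by light on days -1, 1 and 4, 383 were higher in ∆ve-1 in dark on days -2, 0, 2 and 6, with no library in common, against 56.2 for independent lists, while 3 and 34 genes went opposite ways (14.8 and 48.4). Both effects subtract wild type in dark, on different days, so a gene low throughout that series counts as higher in both. The numbers for independent lists do not allow for this. Light that reached the ∆ve-1 dark cultures may raise every light response gene, and 1 of 9 such genes lay below the bound, al-2 at 0.06 ± 0.10, with 4 called higher, which is too few to decide. More asexual tissue may raise every conidiation gene, and 1 of 6 lay below the bound, con-13 at -0.59 ± 0.28, with 5 called higher, which leaves it open too. Stray light, asexual tissue and a loss of repression by VE-1 in the dark cannot be told apart here.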

How the results depend on the processing

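Settings over days 1 to 6 alone, the older quasi-likelihood fit, the fit without the 2 least correlated libraries and the fertilization responses were chosen after seeing the data; the others were planned. The total counts for means over days and for the fertilization interactions stayed within 1.5 times under every setting run (52 to 102 per result), except the strain by light count, which was 1664 over days 1 to 6 alone; the cause was not tested. By direction, glmTreat against a fold of 1.5 gave 1633 higher genes for the strain in light against 1026, and 536 for light in ∆ve-1 against 342, and days 1 to 6 alone gave 1493 lower genes for strain by light against 871 and 1424 for light in ∆ve-1 against 949. The older fit, run for the comparisons of groups and not for the time tests, gave counts within 1.5 times there. Without the 2 least correlated libraries (∆ve-1 dark day -2 replicate 3 and day -1 replicate 1, below 0.96) counts were 1606 for the strain in dark, 1317 for light in ∆ve-1, 985 for strain by light, 1257 for the fertilization interaction in dark, and 2349 and 1549 on days -2 and -1 in dark. With only the libraries of the groups compared, 1098 and 1120 genes were called on those days, against 2011 and 1826. The spread is then estimated from fewer libraries. The ∆ve-1 groups of those days also spread the most, with median gene SDs of 0.324 and 0.341. The fit to all 84 libraries shares its estimate with groups of narrower spread, so 2011 and 1826 may be too high. On day 0 in dark 1623 were called against 1995. The setting with only the compared libraries is the same fit for strain by light and gave no value there.

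With day as a factor, which can follow other shapes, the time tests called 5027 (wild type dark), 6599 (wild type light), 4769 (strain, dark), 4471 (light, wild type) and 3363 (light, ∆ve-1); the cause was not tested. Without the R-squared minimum, which can only add genes, they called 4167, 5163, 2105 and 2895 in the series (wild type dark and light, ∆ve-1 dark and light), 5299 for the strain in dark, and 2752 and 4968 for light in wild type and ∆ve-1. The maSigPro procedure rewritten called 1636 for the strain in dark and 1475 for light in ∆ve-1; the cause was not tested. Leaving out a replicate gave 623 to 1030 in ∆ve-1 in dark, 739 to 1665 in ∆ve-1 in light and 690 to 1055 for light in wild type, the lowest each time without replicate 2; the cause was not tested. Without the 2 libraries above, the counts were 1296 (∆ve-1 dark), 3058 (strain, dark) and 2728 (light, ∆ve-1).

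Of the 28 list calls, 28 were kept under DESeq2 size factors and 28 with replicate number as a replicate block, and 11 with an estimated correlation, which widens the null for lists whose members move together. Replicate numbers gave at most a weak pairing: residuals with the same number had a mean correlation of 0.0994 against -0.0488 for others, 25 of 42 libraries matched their own number best, and all same-number correlations were over 0.1 in 3 of 14 comparisons, those of dark days -2, -1 and 4. With the replicate block these days had 1994, 1829 and 1545 calls against 2011, 1826 and 1531 without it. Among 234 named gene results, 14802 values kept direction and side, 157 lost the threshold, 37 gained it and 6 reversed. The reversed values all belong to nrc-1 (NCU06182) in strain by fertilization interaction light, reported as -0.02 ± 0.10. They were 0.0094 without wild type light day 0 replicate 1, 0.0036 without its replicate 2, 0.000174 without ∆ve-1 light day 0 replicate 3, 0.0112 without ∆ve-1 light day -1 replicate 1, 0.0037 without replicate 1 of every group and 0.0175 without replicate 2; the cause was not tested. Leaving out each replicate in turn gave -0.10 to 0.0175, and the lowest, without replicate 3, kept its sign. In dark wsc2-1 lost its call for the strain effect without day -2 (-0.87), day 2 (-0.94) or replicate 2 (-0.99). DESeq2 scaling moved the median of all genes by less than 0.1 in all comparisons of means. Lists defined by product names could not be run. In simulated data with the same spread per gene in every group, a single day (day -2 in dark) recovered 86% of 3-fold changes. The real ∆ve-1 libraries of that day varied more than most groups (median gene SD 0.324), so recovery there may be lower.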

Other observations

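Of the tests in this part, the random splits of the time tests for strain and for light, and the share of genes that rise in wild type in dark, were chosen before their results were seen; the comparison of days after with days before fertilization, the matched genes and the other splits were chosen after.

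The pheromone precursor gene of the female mating type, ccg-4 (NCU02500), was among the most abundant transcripts. After fertilization it had 5583 ± 1465 CPM in wild type in dark, 58045 ± 15780 in wild type in light, 77289 ± 35728 in ∆ve-1 in dark and 108335 ± 44725 in ∆ve-1 in light (n = 12 each). Before fertilization the means were 181, 1170, 3033 and 18383 CPM (n = 9 each). con-10, the conidiation gene, had 113 ± 68.2 CPM after fertilization in wild type in dark, 4327 ± 1683 in wild type in light, 3196 ± 1054 in ∆ve-1 in dark and 27673 ± 7235 in ∆ve-1 in light. The hydrophobin gene eas had 45017 ± 15021 CPM before and 1857 ± 1455 after fertilization in wild type in light, and 23176 ± 9422 and 13444 ± 5171 in ∆ve-1 in light. sms-2, an Argonaute-like gene of meiotic silencing, had 404 ± 312 CPM after fertilization in wild type in dark, 515.9 ± 148 in wild type in light, 229.6 ± 188 in ∆ve-1 in dark and 2.98 ± 2.64 in ∆ve-1 in light, with means of at most 0.122 CPM in every series before it. fsd-1, a regulator of perithecium maturation, had 2414 ± 827, 2047 ± 632, 1332 ± 453 and 338 ± 58.6 CPM in the same order after fertilization.

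Between the days before and after fertilization, 2183 genes differed in wild type in dark (1452 higher, 731 lower), 2498 in wild type in light (1870 and 628), 1696 in ∆ve-1 in dark (1338 and 358) and 840 in ∆ve-1 in light (644 and 196). A hypothesis is that the genes with a lower response in ∆ve-1 in light belong to the common program of fertilized cultures. Of these 1244 genes, 1065 were called higher after fertilization in wild type in light, so they were compared with 10000 draws of other genes matched on that response. 832 or 66.9% were called higher after fertilization in wild type in dark, against 38.7 to 48.3% of the matched genes (median 43.7%). This goes with the hypothesis, but the draws were matched on the size of that response alone. Expression level and spread, which also bear on whether a gene is called, were not matched. In ∆ve-1 in dark 656 or 52.7% were called higher too (171.6 for independent lists), so many of these genes still rose in the mutant there. RNA of the male strain is part of every fertilized culture and was not separated.

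Random splits of the libraries were drawn 100 times for each result across many days, the real split included. For the strain in dark (1589), strain in light (2405), light in wild type (740) and light in ∆ve-1 (1291), 1 of 100 splits gave as many genes, with highest other counts of 332, 783, 27 and 384. The same held for the time tests, with 1 of 100 each and highest others of 2 and 0 in wild type in dark and light, 0 and 0 in ∆ve-1 in dark and light, 98 and 595 for the strains in dark and light, and 3 and 54 for light in wild type and ∆ve-1. Chance between libraries is argued against for these results, 1 of 100 being the smallest share such splits can give. The libraries of a group may be technical, so chance differences between cultures were not tested. For a single day, 3 libraries against 3 allow 10 splits, too few for a share under 0.05; the highest other counts from day -2 to day 6 were 327, 81, 18, 0, 65, 0 and 33 in dark, and 1 on day -2 and 0 on the other days in light, against real counts of 1531 to 3608.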
